A study of Mus musculus with 6 samples. Its data were reported in "Multigenerational paternal obesity enhances the susceptibility to male subfertility in offspring via Wt1 N6-methyladenosine modification" (2024).

How the data were processed

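Testicular RNA of 6 male mice was analysed, 3 libraries in each of 2 groups that were taken from the sample labels. The label H+Cd was read as the study's HFD1D group and H+H+Cd as its HFD2D group. Per the study's methods, the authors enriched poly(A) RNA, prepared stranded libraries, sequenced them on an Illumina NovaSeq instrument, assembled expression estimates with StringTie against known transcripts and exported values with Ballgown. The deposited table gives FPKM (mapped fragments scaled by the length of the transcript and by all mapped fragments of the library) for 27120 transcripts in each of the 6 libraries. The submitters' processing notes name the genome build mm10. The aligner and the tool versions are not given in the sources used here. The table holds no counts, so the read depth of each library is unknown and no counting interval was computed.

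Transcript identifiers were matched without their version number to GENCODE release M21, which found 27018 of them (99.6%), and 25779 (95.1%) had the same version. The 102 unmatched transcripts were kept at the transcript level and left out at the gene level. The FPKM of a gene was the sum over its listed transcripts, which gave 14000 genes, 7424 of them with 1 listed transcript and 6576 with more. Only part of all annotated transcripts is listed, so a gene sum covers the listed part of the gene.

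Values were transformed as log2(FPKM + 1). Features with a mean FPKM above 0.5 in at least 1 group were tested, 13769 genes and 25322 transcripts. Differences between HFD2D and HFD1D were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend, two-sided), with group as the only factor and Benjamini-Hochberg adjustment at 0.05. Every adjusted p of a gene or transcript is from limma unless another test is named. An ordinary linear-model F-test per feature, with a fold change above 1.2 and an unadjusted p below 0.05, gave the counts at the study's thresholds. Tables were prepared with Python 3.11.15 and pandas 2.3.3.

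For groups of genes, 33 lists were fixed by symbol: retinoid metabolism and response, m6A factors, markers of testicular and other cell types, stages of spermatogenesis, stress responses, junctions, lipid synthesis, extracellular matrix, mitochondrially encoded mRNAs and ribosomal proteins. Each list was tested with camera at a preset correlation of 0.01 and adjusted over the 33 lists. Camera with a correlation estimated for each list and fry were run beside it. Within each list the members were also adjusted over the list alone. A 95% confidence interval of a log2 fold change is limma's.

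Genes were named by a rule. It took the 12 higher and 12 lower genes of largest fold change among those past the threshold with no overlap between groups and a mean of at least 1 FPKM in the higher group, filled by the smallest unadjusted p among genes with the same separation that met the study's thresholds. It also took Wt1 and the genes that the study measured by RT-qPCR or named for retinoic acid, the 4 members of smallest p and the most abundant member of each list, and the 4 transcripts of smallest p. Cyp26c1 is not in the table. Genes named outside this rule are said to be so. The groups, the tests between them, the 33 lists, the naming rule and the alternatives were chosen before the data were examined. A list of 43 placental genes, and the tests of opposite transcripts, of other cell types and of placental ranks in the closing section, were chosen after values had been seen.

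The likeness of libraries was the mean Pearson correlation across genes within groups minus that between groups, with a one-sided exact permutation test over the 10 splits of 6 libraries into 3 and 3, whose smallest p is 0.1. Each count was repeated on all 10 splits. The alternatives were a pseudocount of 0.1, no filter, a filter at a mean FPKM above 1, median-ratio rescaling, quantile normalization, the replicate number as a block, limma without trend, the F-test with adjustment, a library-size covariate, a fold from mean FPKM, rank correlation, and leaving out each library in turn.

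The tests were also run on simulated data with 50 changed features at each fold and 3 libraries per group. Folds were set on FPKM + 1, so the fold in FPKM itself was larger, most of all at low levels. Changed features were drawn only from those at a mean level of at least 1 FPKM, so detection of weaker ones is not covered. At the gene level 1 of 50 genes changed 1.2-fold was called, 17 at 1.5-fold, 33 at 2-fold and 43 at 4-fold, and 6 unchanged genes were called. At the transcript level these counts were 0, 1, 15 and 23, with 2 unchanged transcripts called. A list shifted by 0.3 on the log2 scale was called and 0 other lists were. Genes were simulated as independent of each other, so this does not show how lists of correlated genes behave at the preset correlation.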

Results

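Polyadenylated RNA of the testis was sequenced in 6 male C57BL/6N mice, 3 in each of 2 groups. HFD1D males descended from fathers kept on a high-fat diet (HFD) for 1 generation and then drank cadmium chloride (CdCl2), a testicular toxicant, for 10 weeks. HFD2D males had 2 successive paternal generations on the diet and the same CdCl2 treatment. The diet was given from week 5 to week 15 of life. HFD2D males are also 1 generation later, so generation and diet history go together here. Groups without cadmium or without a paternal HFD were not analysed here. Each library had values for 27120 transcripts, of which 24374 to 25372 were above 0 FPKM (fragments scaled by transcript length and by all mapped fragments). The summed FPKM per library ran from 382815 to 397147, and the read depth is unknown. Prm2, a protamine that packs DNA in the sperm head, was the most abundant transcript in each library, at 3272 to 4985 FPKM.

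Whole profiles were close in all 6 testes. Across genes, which are not independent replicates, Pearson's r between libraries ran from 0.9725 to 0.9846, and the closest pair was HFD1D replicate 1 with HFD2D replicate 2. Mean r within groups exceeded that between groups by 0.0014 over genes and by 0.0039 over transcripts. Both had a one-sided exact permutation p of 0.1, the smallest that 10 splits allow. Over genes this p was 0.2 with a pseudocount of 0.1 or rank correlation, and up to 0.4 with 1 library left out. Over transcripts HFD1D replicate 1 stood closer to the HFD2D libraries (r from 0.9132 to 0.9204) than to HFD1D replicates 2 and 3 (0.9 and 0.9051). Over genes its r was 0.9779 to 0.9846 with the HFD2D libraries and 0.9805 and 0.9806 with its own group.

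The first comparison asked which genes differ in the cadmium-treated testis after a further paternal HFD generation. Plagl2, which encodes a zinc-finger transcription factor, fell in HFD2D testes, from 6.48 ± 0.667 FPKM in HFD1D to 1.54 ± 0.124 (SD, n = 3 per group). It was the 1 gene of 13769 past the threshold, with a log2 fold change in FPKM + 1 of -1.55 (SE 0.10, adjusted p = 0.0471), and all 3 HFD2D libraries lay below all 3 HFD1D libraries. Plagl2 lies on chromosome 2 from 153227759 to 153241426 on the minus strand (mm10) and has 1 listed transcript, ENSMUST00000056924.13. Its adjusted p exceeded 0.05 without any 1 of the 6 libraries, from 0.0722 without HFD2D replicate 3 to 0.131 without HFD2D replicate 2. With the adjusted F-test 0 genes passed (smallest adjusted p = 0.0669), and 1503 had an unadjusted p under 0.05.

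The other genes that the naming rule took from this test did not pass (adjusted p from 0.0506 to 0.21), though their groups did not overlap. On the higher side, Dnal1, a light chain of the axonemal dynein that drives the sperm tail, had 11.2 ± 0.31 FPKM in HFD1D and 24.5 ± 2.35 in HFD2D (adjusted p = 0.0506). Prm3, which lies in the protamine gene cluster, had 117.9 ± 3.58 and 250.0 ± 43.2 FPKM. The uncharacterised 0610030E20Rik (adjusted p = 0.0506), the matrix proteins Ecm2 and Mfap4, the tubulin-folding cofactor Tbce, the ubiquitin-like Ubl4b, the DNA damage checkpoint kinase Chek1, the nuclear import receptor Ipo8, Zfp326, Mtss1l and Bud23 were also on this side. On the lower side, the deubiquitinase Otub2 had 101 ± 20.4 FPKM in HFD1D and 38.97 ± 2.51 in HFD2D, and the ubiquitin ligase Hectd2 had 17.8 ± 1.73 and 8.50 ± 0.414 FPKM (adjusted p = 0.0808). Jag1, a Notch ligand, had 6.75 ± 0.416 and 3.65 ± 0.36 FPKM, and Set, a histone chaperone, 44.8 ± 1.31 and 31.4 ± 1.87 FPKM. Chka, a choline kinase, Dnajc5, Rab2b, Adgrv1, Vmn2r4, Pcmtd2 and Abhd11 completed this side.

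An unadjusted p under 0.05 was reached by 1638 genes, 731 higher and 907 lower in HFD2D, where chance would give 688. Genes whose 2 groups did not overlap made up 19.4% of those tested, against 10% by chance. At the study's thresholds 663 genes differed, 317 higher and 346 lower. That count was 1143 without HFD1D replicate 1 and 440 without HFD1D replicate 3.

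**Figure D1:**
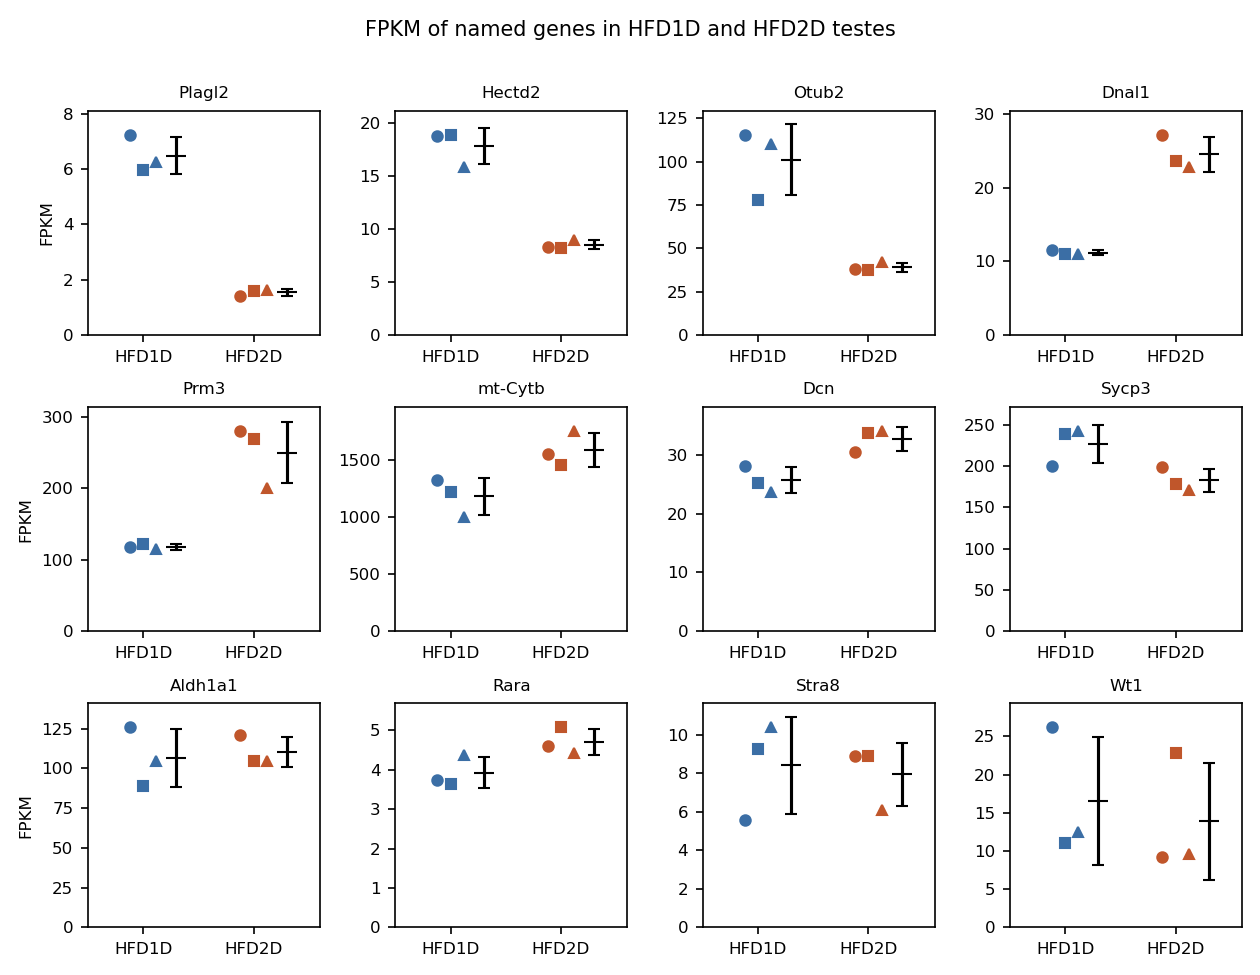
FPKM of 12 named genes per library (y axis, linear from 0), for HFD1D in blue and HFD2D in orange, with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean ± SD of 3 libraries. Plagl2 lies between 1.40 and 1.64 FPKM in HFD2D and between 5.97 and 7.24 in HFD1D, and the groups overlap for Aldh1a1, Stra8 and Wt1.

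Retinoic acid, made from vitamin A by the Aldh1a enzymes, starts meiosis in germ cells through the receptor Rara and the gatekeeper Stra8. Of these 5 genes, a list the study chose on these samples and so no independent evidence, 3 had higher and 2 lower mean values in HFD2D, 0 passed and 0 had an unadjusted p under 0.05. Aldh1a1 had 106 ± 18.5 FPKM in HFD1D and 110 ± 9.42 in HFD2D, a log2 fold change of 0.06 (95% confidence interval -0.265 to 0.385). Aldh1a2 had 52.7 ± 1.53 and 55.9 ± 1.48 FPKM, a log2 fold change of 0.08 (-0.049 to 0.213), and Rara 3.92 ± 0.394 and 4.70 ± 0.335 FPKM, a log2 fold change of 0.21 (-0.023 to 0.453). The log2 fold change was -0.16 (-0.504 to 0.189) for Aldh1a3, at 1.14 FPKM in HFD1D, and -0.05 for Stra8 (-0.637 to 0.538). The intervals of Aldh1a2 and Rara leave out a 1.2-fold lower level of FPKM + 1 in HFD2D, while those of Aldh1a1, Aldh1a3 and Stra8 do not. The list's adjusted camera p was 0.561. The wider list of retinoid metabolism (13 of 21 members positive, adjusted p = 0.808) held Adh4, a retinol-oxidising dehydrogenase, with 11.8 ± 1.36 and 8.21 ± 1.26 FPKM. The list of retinoic acid receptors and response (7 of 12 positive, adjusted p = 0.406) held the partner receptor Rxra with 6.39 ± 0.703 and 8.41 ± 0.283 FPKM. None of these genes passed, over all genes or adjusted over the list alone.

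Germ cell genes were then grouped by stage. Of 7 germ cell markers, 6 had lower mean values in HFD2D (adjusted p = 0.0719, and 0.0459 without HFD2D replicate 2). With all libraries this list had an adjusted p = 0.461 with an estimated correlation. The study measured these markers in animals of the same experiment, so they are no independent evidence. Sycp3, part of the axis of meiotic chromosomes, had 227 ± 23.4 FPKM in HFD1D and 183 ± 14.1 in HFD2D, a log2 fold change of -0.31 (95% confidence interval -0.543 to -0.076, adjusted p = 0.374). Izumo3, a spermatid gene, had a log2 fold change of -0.13 (-0.257 to -0.011) and Kit, a receptor of differentiating spermatogonia, of -0.24 (-0.492 to 0.009), with adjusted p of 0.399 and 0.431. Ddx4, Smc3, Zbtb16 and Acrv1 had log2 fold changes of -0.04, -0.08, -0.14 and 0.07. In the spermatogonia list 14 of 16 members were negative (adjusted p = 0.0719), and the list passed as lower with quantile normalization (0.0498). On the values as deposited it had an adjusted p = 0.461 with an estimated correlation. It held Sohlh1, a spermatogonial transcription factor, at 1.37 ± 0.16 and 0.768 ± 0.267 FPKM and the RNA-binding Dazl at 70.3 ± 1.75 and 63.1 ± 0.695 FPKM. The lists of the meiotic chromosome axis (16 of 23 negative, adjusted p = 0.118), pachytene and diplotene spermatocytes (11 of 18 negative, 0.224) and the piRNA pathway (11 of 15 negative, 0.118) did not pass either. Round spermatid genes had 12 of 21 positive members (adjusted p = 0.299), among them the acrosomal Acrbp with 71.8 ± 7.44 and 92.6 ± 3.22 FPKM. Elongating spermatid genes had 11 of 18 negative members (adjusted p = 0.808). Their mean log2 fold change was 0.02 against a median of -0.04 and a negative camera direction, and Prm3 was far above the rest. Prm3 was the 1 member of any list to pass adjusted over the list alone (0.00259).

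N6-methyladenosine (m6A) on mRNA is written by a complex around Mettl3, removed by Alkbh5 and Fto, and bound by reader proteins. All 11 m6A writers and erasers had lower mean values in HFD2D, with a median log2 fold change of -0.10, and of -0.189 without HFD2D replicate 2. The list did not pass (adjusted p = 0.0687), though it did without that library (0.0151) and with the replicate number as a block (0.0439). With all libraries and no block it had an adjusted p = 0.461 with an estimated correlation. Of its members 0 passed, and 1 had an unadjusted p under 0.05. Cbll1, a subunit of the writer complex, had 10.8 ± 2.03 and 7.30 ± 2.32 FPKM, Mettl3 3.51 ± 0.573 and 2.69 ± 0.305 FPKM, and Rbm15 4.96 ± 0.434 and 3.99 ± 0.0935 FPKM. Among the readers (7 of 10 negative, adjusted p = 0.406), Ythdc1 had a log2 fold change of 0.36 (95% confidence interval 0.079 to 0.638) and Ythdf2 of -0.25 (-0.444 to -0.048), with adjusted p of 0.378 and 0.39. That of Ythdf1 was -0.03 (-0.289 to 0.224) and that of Igf2bp1 0.05 (-0.195 to 0.301). Wt1, a Sertoli cell transcription factor that the study followed, had 16.6 ± 8.37 and 13.9 ± 7.7 FPKM. Its log2 fold change of -0.26 had an interval from -1.314 to 0.799. Single Wt1 transcripts varied widely within groups. ENSMUST00000111098.7 ran from 0 to 19.68 FPKM in HFD2D, and ENSMUST00000111099.1 from 1.371 to 14.4 in HFD1D. Whether the spread of Wt1 lies in the mice or in the transcript estimates was not tested.

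Of the 33 lists, 3 rose in HFD2D testes and 0 fell by camera at its preset correlation, and each of the 3 had an adjusted p = 0.461 with an estimated correlation. The mRNAs encoded by the mitochondrial genome, which build the respiratory chain, rose by a median of 0.34 on the log2 scale, with 12 of 13 positive (adjusted p = 2.01e-05 at the preset correlation, adjusted p = 0.461 with an estimated correlation, which was 0.564). That median was 0.208 without HFD1D replicate 3, the library with the lowest mitochondrial share (3.04%), and ran up to 0.428 without HFD1D replicate 1. Among them, mt-Cytb had 1185 ± 164 FPKM in HFD1D and 1591 ± 152 in HFD2D, mt-Nd5 565 ± 123 and 795 ± 90.7, and mt-Co1 2356 ± 260 and 2903 ± 257. The exception was mt-Nd6, the 1 mRNA on the light strand, which was negative (chosen after its value was seen). Mitochondrial mRNAs took 3.04% to 3.84% of summed FPKM in HFD1D libraries and 4.08% to 4.68% in HFD2D libraries. Extracellular matrix genes rose by a median of 0.15 (0.243 without HFD2D replicate 3), with 15 of 16 positive (adjusted p = 0.00818, and adjusted p = 0.461 with an estimated correlation), among them the proteoglycan Dcn with 25.7 ± 2.27 and 32.7 ± 1.98 FPKM, Fn1 (fibronectin) with 1.88 ± 0.15 and 2.92 ± 0.692, and the collagen chain Col1a2 with 2.44 ± 0.221 and 3.19 ± 0.288. Genes of peritubular myoid cells, the contractile cells around the tubules, rose by a median of 0.20, with 10 of 10 positive (adjusted p = 0.0256, and adjusted p = 0.461 with an estimated correlation), among them Des (desmin) with 0.681 ± 0.17 and 1.22 ± 0.25 FPKM and Actg2 (an actin) with 135 ± 27.5 and 163 ± 20.3. No single member of these lists passed. For the mitochondrial, matrix and myoid lists fry gave adjusted p of 0.207, 0.103 and 0.0641, so it called 0 of them.

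Library HFD2D replicate 1 also held RNA typical of other tissues. The epididymal Crisp1 stood at 86.1 FPKM there and at most 0.293 elsewhere, Adam7 stood at 8.03 there and was listed at 0 elsewhere, and 31 placental genes in the table, a list chosen after values were seen, summed to 340.2 FPKM against 20.7 to 49.7 elsewhere. Without that library the median of the extracellular matrix list was 0.125 instead of 0.15 (83.3% of it) and that of the myoid list 0.192 instead of 0.196 (98%), with adjusted p of 0.0824 and 0.0854. The mitochondrial list kept a median of 0.322 and an adjusted p of 6.98e-05. The myoid list also lost its call without HFD1D replicate 1 (0.161) and with no filter (0.0667). Without each other library in turn the matrix list kept its call (adjusted p from 0.00301 to 0.0455 at the preset correlation).

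**Figure D2:**
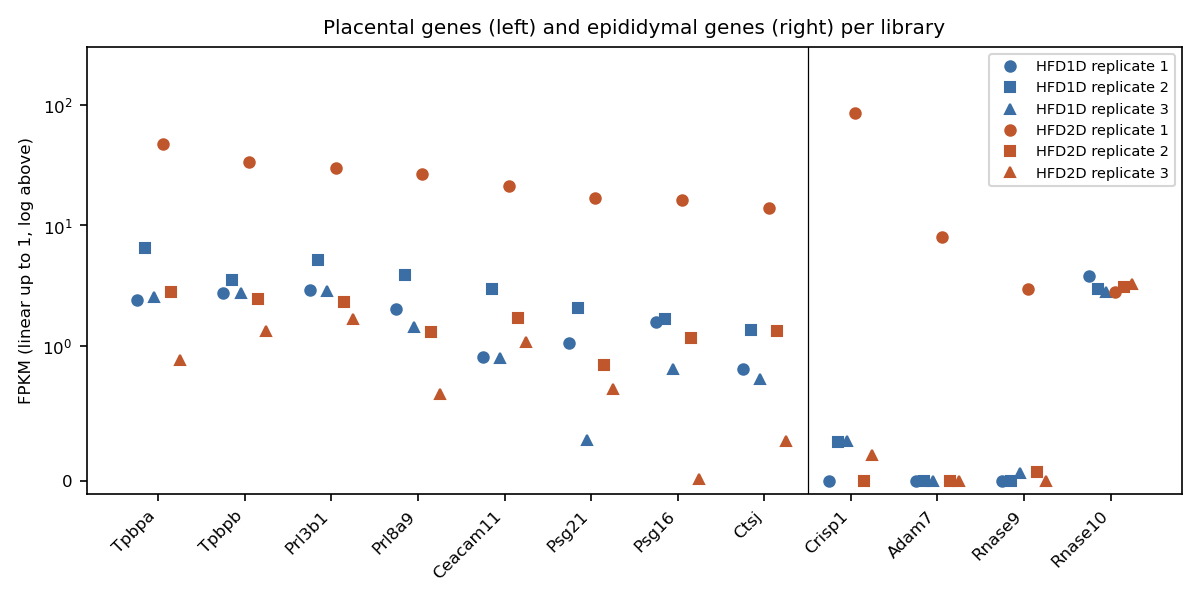
FPKM per library (y axis, linear up to 1 and logarithmic above) of the 8 placental genes highest in HFD2D replicate 1, chosen after values were seen, and of the 4 tested epididymal genes (x axis), with HFD1D in blue, HFD2D in orange and a marker shape per replicate. HFD2D replicate 1 stands above the other libraries for each gene but Rnase10, and Crisp1 reaches 86.1 FPKM.

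**Figure D3:**
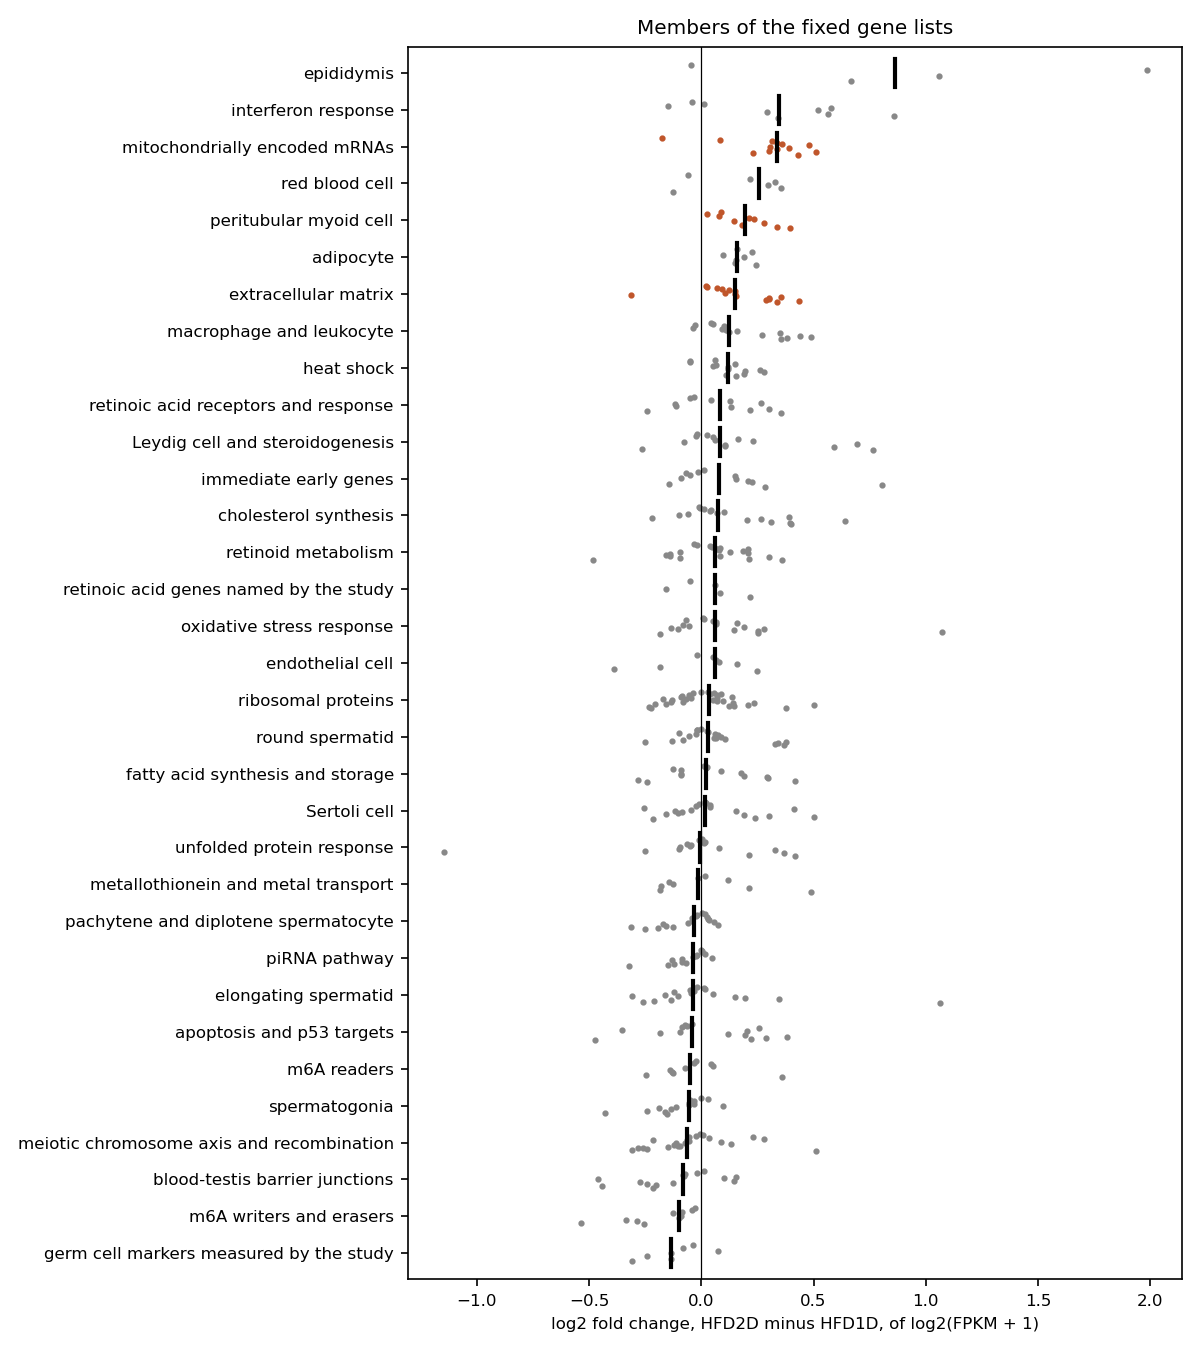
Log2 fold change of each tested member (points, HFD2D minus HFD1D, x axis in log2 units) of the 33 gene lists (y axis), with the median of each list as a black bar and the 3 lists past the threshold in orange. The medians of the mitochondrial, myoid and extracellular matrix lists are 0.34, 0.20 and 0.15, and the epididymis list stands far right through genes high in HFD2D replicate 1.

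The other cell-type lists did not pass. Macrophage and leukocyte genes had 13 of 15 positive members (adjusted p = 0.0687), and the list passed without HFD1D replicate 3 (0.0258), without HFD2D replicate 2 (0.00742), with quantile normalization (0.0498) and with the replicate number as a block (0.0121). With all libraries, no block and the values as deposited it had an adjusted p = 0.606 with an estimated correlation. Csf1r, the receptor of a macrophage growth factor, had 1.43 ± 0.0565 FPKM in HFD1D and 2.13 ± 0.413 in HFD2D. Leydig cell genes (10 of 14 positive, adjusted p = 0.338) held Star, which carries cholesterol into mitochondria for steroid synthesis, with 14.3 ± 4.94 and 24.8 ± 6.54 FPKM. The lists of Sertoli cells (10 of 19 positive, adjusted p = 0.911), endothelial cells (5 of 8, 0.808), red blood cells (4 of 6, 0.941), adipocytes (7 of 7, 0.282) and epididymis (3 of 4, 0.406) also did not pass. In the list of blood-testis barrier junctions 11 of 15 members were negative (adjusted p = 0.0719), with Cldn11, the main claudin of Sertoli cell tight junctions, at 34.6 ± 1.1 and 29.6 ± 0.341 FPKM and Jam3 at 15.6 ± 2.34 and 11.2 ± 0.905 FPKM.

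Genes of the response to cadmium and other stress were measured as well. Mt1 and Mt2, metallothioneins that bind cadmium, had 357 ± 28.3 and 146 ± 15.5 FPKM in HFD1D and 315 ± 20.8 and 169.5 ± 11.8 in HFD2D. Their list with metal transporters did not pass (4 of 9 positive, adjusted p = 0.835), with a median of -0.017 and a negative direction but a mean of 0.02. Nor did oxidative stress (12 of 18 positive, 0.555), the unfolded protein response (8 of 16 positive, 0.808, with a median of -0.004 and a mean of -0.02 under a positive camera direction) or apoptosis and p53 targets (7 of 15 positive, 0.808, with a median of -0.04 under a positive direction). Heat shock genes had 12 of 14 positive members (adjusted p = 0.0719), and the list passed without HFD1D replicate 3 (0.015), without HFD2D replicate 3 (0.0382) and with quantile normalization (0.0498). Interferon response genes had 7 of 9 positive (adjusted p = 0.0719) and passed without HFD2D replicate 2 (0.041). With all libraries and the values as deposited, the heat shock and interferon lists each had an adjusted p = 0.461 with an estimated correlation. Cholesterol synthesis (12 of 17 positive, adjusted p = 0.118), fatty acid synthesis and storage (9 of 15, 0.808), immediate early genes (7 of 12, 0.406) and ribosomal proteins (17 of 32, 0.808) did not pass. In the fatty acid list, Plin2, a coat protein of lipid droplets, had 11.6 ± 0.68 and 15.9 ± 2.71 FPKM, and Dgat2, an enzyme of triglyceride synthesis, 59.65 ± 2.43 and 50.3 ± 2.12 FPKM.

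The second comparison asked which single transcripts differ. Of 25322 transcripts, 33 passed, 22 higher and 11 lower in HFD2D. ENSMUST00000190029.6, which has no match in the annotation used, was listed at 0 in HFD1D and had 121.6 ± 5.34 FPKM in HFD2D (SD, n = 3, adjusted p = 1.73e-05). For G6pc3, a glucose-6-phosphatase subunit, ENSMUST00000070334.9 had 44.9 ± 4.71 FPKM in HFD1D and was listed at 0 in HFD2D (adjusted p = 0.000189), while ENSMUST00000078975.7 had 1.63 ± 0.676 and 35.6 ± 14.7 FPKM (adjusted p = 0.0676). For Fxr1, an RNA-binding protein of spermatids, ENSMUST00000167354.7 was listed at 0 in HFD1D and had 11.45 ± 2.06 FPKM in HFD2D (adjusted p = 0.00725), beside the main ENSMUST00000001620.12 with 207 ± 16.1 and 202.7 ± 14.8 FPKM. For the phosphatase-like Ctdspl2, ENSMUST00000110572.1 had 5.14 ± 0.182 FPKM in HFD1D and was listed at 0 in HFD2D (adjusted p = 0.00725).

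In Dnal1 and Hectd2, too, one transcript fell as another had higher values. ENSMUST00000046340.8 of Dnal1 rose from 4.07 ± 0.149 to 22.4 ± 2.67 FPKM and ENSMUST00000123491.7 fell from 5.77 ± 0.363 to 1.10 ± 0.119. ENSMUST00000169036.8 of Hectd2 fell from 15.2 ± 0.603 to 0.762 ± 0.43 FPKM, while ENSMUST00000047247.11 had 2.61 ± 1.15 and 7.74 ± 0.0767 (adjusted p = 0.38). Of the 30 transcripts past the threshold that share a gene with another listed transcript, 28 had the rest of the gene on the opposite side. The median size of the log2 fold change was 2.24 for these transcripts and 0.24 for their gene sums, and 0 of these genes passed. An unadjusted p under 0.05 was reached by 2086 transcripts where chance would give 1266, 15.9% had no overlap between groups against 10% by chance, and 24 passed with the adjusted F-test. At the study's thresholds 1317 transcripts differed, 651 higher and 666 lower. The 33 became 86 without HFD1D replicate 1, 11 without HFD1D replicate 2, 17 without HFD2D replicate 2 and 13 without HFD2D replicate 3, and the 1317 became 2187 without HFD1D replicate 1.

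**Figure D4:**
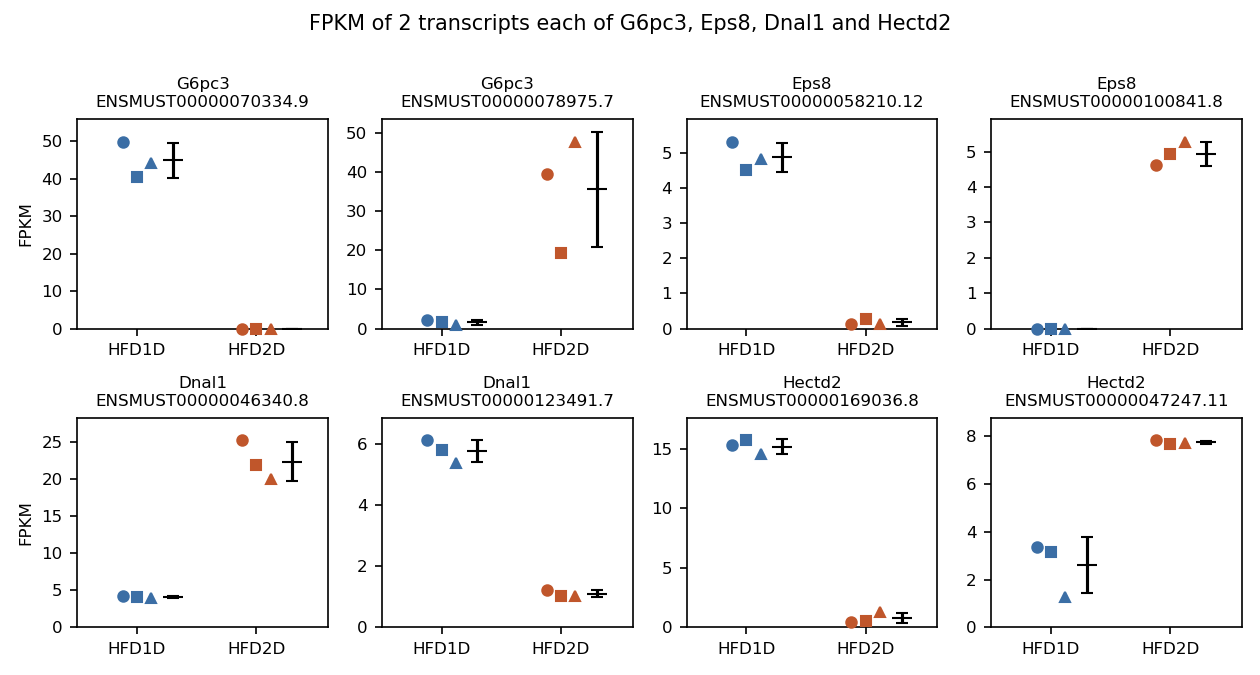
FPKM per library (y axis, linear from 0) of 2 transcripts each of G6pc3, Eps8, Dnal1 and Hectd2, with HFD1D in blue, HFD2D in orange, a marker shape per replicate and bars for the mean ± SD of 3 libraries. Within each gene one transcript is higher and the other lower in HFD2D; ENSMUST00000070334.9 is listed at 0 in HFD2D, and Eps8 was chosen after its values were seen.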

Values the study reported

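The study reported 229 mRNAs upregulated and 268 downregulated between the HFD1D and HFD2D groups, at a 1.2-fold change and P < 0.05. It stated that Aldh1a1, Aldh1a2, Aldh1a3, Rara and Stra8 were lower in the HFD2D group than in the HFD1D group. By RT-qPCR it also found less Aldh1a1 and Aldh1a2 mRNA in HFD2D than in HFD1D, and likewise less Smc3, Acrv1 and Izumo3 mRNA. Against cadmium-treated offspring of fathers on normal chow, it reported less Ythdf1 and Igf2bp1 mRNA and more Ythdf2 mRNA in both HFD groups. It described a progressive loss over HFD generations of Wt1 mRNA, of retinoic acid and of the ALDH1A1, ALDH1A2, RARα, STRA8 and WT1 proteins. METTL3 protein was described as rising progressively. The FPKM values here are of RNA and do not measure protein.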

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

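All alternatives here were planned. Plagl2 kept its direction in all of them (log2 fold change from -1.48 to -2.00). Its call held under each pseudocount, filter, scaling and trend choice (adjusted p from 0.0296 to 0.0474). The count of genes past the threshold was 3 with a filter at a mean FPKM above 1 and with median-ratio rescaling (Dnal1 and 0610030E20Rik added) and 3 with limma without trend (Ecm2 and 0610030E20Rik added). It was 0 with the adjusted F-test, and 0 to 3 with 1 library left out, never including Plagl2. Those were Otub2 and Nadk2 without HFD1D replicate 2, Arhgap30 without HFD2D replicate 1, and Tmem231, Prm3 and Gm15093 without HFD2D replicate 3. Nadk2, Arhgap30, Tmem231 and Gm15093 were chosen after their values were seen. Leaving out 1 library gave 440 to 1143 genes and 1084 to 2187 transcripts at the study's thresholds, 11 to 86 transcripts past the threshold, and 1 to 7 lists. The highest counts of genes and transcripts came without HFD1D replicate 1. The lowest were 440 genes without HFD1D replicate 3 and 11 transcripts without HFD1D replicate 2. Lists ranged from 1 without HFD2D replicate 1 to 5 without HFD1D replicate 3 and 7 without HFD2D replicate 2. Of the 33 transcripts, 29 to 33 were called again under the other pseudocount, filters, scalings and trend, 17 with the F-test and 6 to 24 with 1 library left out. Quantile normalization called 6 lists (spermatogonia as lower, macrophage and heat shock as higher were added), camera with an estimated correlation 0 and fry 0. With the replicate number as a block, 0 genes, 1 transcript and 5 lists passed (m6A writers and erasers as lower and macrophage as higher were added) and 391 genes met the study's thresholds. Replicates of the same number did not resemble each other (r of their deviations -0.076, -0.002 and -0.163). The values thus show no pairing by number, but with 3 libraries per group they cannot exclude a pairing of the mice. Within minus between correlation stayed positive (genes 5e-04 to 0.0028 and transcripts 8e-04 to 0.0129 with 1 library left out). The real split was often not the highest, however. Over genes the one-sided exact permutation p was 0.2 with a pseudocount of 0.1 and with rank correlation. With 1 library left out it reached 0.4 over genes and 0.3 over transcripts. Without HFD2D replicate 1, for example, another split gave 0.0035 over genes against 6e-04 for the real one. Of up to 184 named genes tested, 0 or 1 changed sign under each other setting and 1 to 12 with 1 library left out. Except where a setting's own construction shows it, as with fewer libraries or fewer genes tested, the cause was not tested. What depth limits is unknown without counts.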

Other observations

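The tests of opposite transcripts, of other cell types and of the placental ranks, and the list of placental genes, were chosen after the results were seen. Testes of both groups held low levels of placental genes, and 24 of the 31 listed were above 0 in all 6 libraries. In HFD2D replicate 1, 28 of the 31 were highest. Tpbpa, a trophoblast gene, stood at 46.8 FPKM there and at 0.898 to 6.53 elsewhere, and Prl3b1, a placental lactogen, at 29.8 FPKM there and at 1.69 to 5.16 elsewhere. The epididymis list summed to 99.88 FPKM in that library and to 3.15 to 3.79 elsewhere.

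At the study's thresholds 317 genes were higher and 346 lower, and 651 transcripts were higher and 666 lower. The transcript counts are higher than the values quoted from the study above, and so, by less, are the gene counts. With a library-size covariate these were 197 and 281 genes and 499 and 527 transcripts, and with the fold from mean FPKM 401 and 427 genes and 753 and 748 transcripts. With that covariate the higher genes are fewer, and the lower ones more, than the values quoted from the study. The study's text leaves open whether genes or transcripts were counted, and its wording can be read as an adjusted threshold. With adjustment 1 gene and 33 transcripts passed here.

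With 3 libraries against 3, the 10 splits are too few for a share under 0.05. The real split gave 1 gene past the threshold and the highest of the other splits 8. For genes at the study's thresholds these were 663 and 432, for transcripts past the threshold 33 and 50, for transcripts at the study's thresholds 1317 and 1040, and for lists 3 and 4. With the real split included, 6 of the 10 splits gave at least as many genes past the threshold. For transcripts past the threshold 3 splits did so, and for lists 5. At the study's thresholds only the real split reached its counts. The split with 8 genes and 50 transcripts set HFD1D replicate 1 and HFD2D replicates 1 and 2 against the rest. It gave 263 genes and 859 transcripts at the study's thresholds. Over transcripts HFD1D replicate 1 correlated more with each HFD2D library (r from 0.9132 to 0.9204) than with HFD1D replicates 2 and 3 (0.9 and 0.9051). No test asked whether the libraries have a structure apart from the groups.

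The first pattern is that 33 transcripts passed and only 1 gene. In 26 of 28 genes with such a transcript and another listed one (92.9%, exact 95% interval 76.5% to 99.1%) the rest of the gene lay on the opposite side, but with gene sums that moved little (median sizes 0.24 against 2.24) this largely follows by arithmetic and leaves a move of signal between transcripts open. Transcripts below 0.1 FPKM in one library and above 5 in the other were as frequent in pairs within a group as across groups (101.9%, with medians of 262 and 257 per pair), which is consistent with transcript estimates that switch from library to library. Transcripts below 0.1 FPKM in all 3 libraries of one side and above 1 FPKM in all 3 of the other numbered 32 in the real split and 47 in the highest other split. A difference in splicing between the groups stays open and was not tested.

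The second pattern is the higher level of mitochondrial, extracellular matrix and myoid genes in HFD2D, called at the preset correlation and not with an estimated one (adjusted p = 0.461 for each) or by fry. For the mitochondrial mRNAs the tables argue against a GC content and length bias shared by the tested genes (median 0.32 after correction against 0.34 before, adjusted p = 0.000126 at the preset correlation). The correction removes only a trend fitted over all tested genes, so a bias of mitochondrial mRNAs alone stays open. The tables also argue against epididymal tissue in HFD2D replicate 1 (median 0.322 without it, though 0.208 without HFD1D replicate 3). For the matrix and myoid lists most of the median stayed without that library (83.3% and 98%), so it alone did not make these medians. Whether their calls rest on that tissue or were lost through fewer libraries cannot be told apart. Without the library the medians were 0.125 and 0.192, but the adjusted p, 0.0824 and 0.0854, lay above 0.05. The matrix list lost its call only without that library. With any other library left out it passed at the preset correlation (adjusted p from 0.00301 to 0.0455). The myoid list also lost its call without HFD1D replicate 1 (0.161). A lower share of germ cells also stays open, since the medians of 5 lists of other cell types were all positive and the highest and lowest lay 0.179 apart (0.196 in myoid and 0.017 in Sertoli genes), within the SD of 0.206 over the Sertoli members (permutation p = 0.0423 between the lists, across genes, which are not animals), while among germ cell lists 14 of 16 spermatogonial and 16 of 23 meiotic genes were negative but 12 of 21 round spermatid genes were positive, and elongating spermatid genes had a median of -0.04 and a mean of 0.02. A change in myoid cells or matrix, and the generation and diet history that separate the groups, may contribute and were not tested.

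The third pattern is the placental RNA in HFD2D replicate 1. A general rise of weakly expressed genes is argued against, since genes at 0.1 to 2 FPKM elsewhere had a median ratio of 1.06 there, and the placental ones 14.28. RNA of placenta in that library, and at a lower share in the others, could be a source, but cannot be told apart from expression in the testis. Across the placental genes the levels there followed the mean of the other 5 libraries with a Spearman rho of 0.5 (permutation p = 0.00446 across genes), between the bounds set for either answer. No biological explanation was tested, since 1 library is not a group.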
